A study of Mus musculus with 20 samples.

How the data were processed

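Single-cell RNA sequencing of the mouse habenula was measured on 20 plates of 384 wells, made with the Cel-seq2 chemistry, in which each transcript carries a 6-base unique molecular identifier (UMI), per the labels' protocols. The plate, which is the deposited sample, was the replicate throughout, and cells were never counted as replicates. A developmental series of 15 plates came from the Brn3a-tauLacZ line (Brn3a is the older name of Pou4f1), with 2 plates at each of E11, E13, E15, E18, P4, P7 and the adult, and 1 plate at E12. A second set of 5 plates came from C57BL/6 mice at E18, with 2 plates of left habenula, 2 of right habenula and 1 labelled as both sides. Groups and replicate numbers were taken from the labels. The title of the plate of both sides gives its stage as E1, while its other labels give E18, which was used. Each sequencing run held 5 plates, per the labels' protocols, but which plates ran together is not given in the sources used here, so sequencing batch and stage cannot be told apart. The deposited column names number the plates. By these numbers the 2 plates of E11, of P4 and of P7 are consecutive, and those of E13, E15, E18 and the adult are not. Whether the numbers follow preparation or sequencing is not given. The gate of any cell sort, the sex of the mice and their genotype at the reporter locus are likewise not given in the sources used here.

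The authors deposited, for each of the 2 sets, 1 table of total, 1 of spliced and 1 of unspliced transcripts per gene and well, with no scaling between wells. The deposited values are expected counts: each is a UMI count corrected for UMI collisions, ln(1 - n/K)/ln(1 - 1/K) for a whole number n with K = 4096 possible UMIs, which was found from the values. Inverting that formula gave a whole UMI number, to within 1e-06, for 100% of the values in all tables, against 46.1% whole in the series' deposited total table and 43.8% in that of the left and right plates. Total equalled spliced plus unspliced UMIs, with 0 entries differing in either set. A test on whole counts had been planned; because the tables hold expected counts, the deposited values were summed per plate and then rounded to whole numbers, and recovered UMIs served as an alternative. The aligner, the counting program, the genome build and the annotation are not given in the sources used here. The series tables hold 37994 genes and 5756 wells, since 4 of their plates have 383 columns, and the left and right tables hold 36104 genes and 1920 wells. Both hold 92 spike-in rows, which were kept out of library sizes and tests. The rows name genes by Ensembl ID and symbol. Of these IDs, 37938 of the 37994 and 36050 of the 36104 were in GENCODE release M21 (GRCm38), whose 1-based coordinates are given for named genes; the build the authors used may differ. Whether counting used strand is not given either, so genes that overlap another gene are reported as uncertain. The table of cell barcodes was not used here.

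A well was kept as a cell with at least 1000 UMIs (summed deposited values) outside spike-ins and mitochondrial genes, at least 500 genes and at most 20% mitochondrial UMIs, which left 3729 cells in the series and 1082 on the left and right plates. Levels are counts per 1e6 counts (CPM) of all kept cells of a plate, computed from the deposited expected counts without spike-ins, as mean ± SD over plates. Intervals are exact, Clopper-Pearson for shares and Poisson for summed counts, at 95%, and cover counting error only, as does the limit of 3 counts given where a share was 0. Each set was clustered on its own with scanpy 1.11.5, scikit-learn 1.9.0, leidenalg 0.10.2 and python-igraph 0.11.9 under Python 3.11.15 (numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9). Cells were scaled to 10000 counts, and 2000 variable genes, without mitochondrial and sex genes, gave 30 principal components and a shared-neighbour graph of 15 neighbours for Leiden clustering at resolution 1. Clusters were called "X-like" from fixed marker lists where at least 3 markers of a class were at least 2-fold above other cells and seen in at least 20% of the cluster's cells. Clusters that passed for both the medial and the lateral list were called medial and lateral habenula-like. A cluster without a name was called neuron-like where at least 5 of the 10 neuron markers lay at least 2-fold above the named nonneuronal clusters and no other class led, a threshold set after seeing the data. "Neuron-like cells" are the neuron-, medial habenula-, lateral habenula-, and medial and lateral habenula-like clusters together. No doublet caller was run; cells above 3 times their plate's median UMIs, 82 in the series and 10 on the left and right plates, were left out in an alternative.

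Summed counts per plate were tested with edgeR 4.0.16 (filterByExpr, TMM scaling, estimateDisp, glmQLFit and glmQLFTest in its default form) under R 4.3.3 with limma 3.58.1, and p-values were adjusted by the Benjamini-Hochberg method at 0.05. The 14 series plates of stages with 2 plates entered 1 fit of 17453 genes, so all stages share 1 estimate of the spread; E12, with 1 plate, gives values only. Neuron-like cells were fitted over the 9 plates from E15 on with at least 20 such cells, on 16822 genes. Left and right were compared on 4 plates, on 15489 genes for all cells and 14515 for neuron-like cells. Standard errors are the log2 fold change divided by the square root of the F statistic. Relations with stage order were tested over the 15 series plates by two-sided permutation tests with 100000 resamples of Spearman's rho and Pearson's r, adjusted over a family of 8.

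The code was tested on simulated data in which 200 genes changed. In the series fit of 17453 genes, 43.0% of genes changed 4-fold between E11 and E13 and 57.5% of those changed 8-fold were recovered, against 0 of those changed 2-fold. In the left against right fit of 15489 genes, 16.0% of genes changed 2-fold, 69.5% changed 4-fold and 86.0% changed 8-fold were recovered. In neuron-like cells, 35.5%, 74.5% and 87.5% were recovered from P4 to P7 at 2-, 4- and 8-fold, and 22.5%, 66.0% and 83.0% from P7 to the adult. Recovery was 3.5%, 80.5% and 83.5% for left against right. False calls in the same order were 23 of 94, 23 of 172 and 28 of 203 from P4 to P7, and 14 of 59, 30 of 162 and 36 of 202 from P7 to the adult. For left against right in neuron-like cells they were 0 of 7, 14 of 175 and 10 of 177. In the series fit over all cells, they reached 10 of 100 from E18 to P4 at 4-fold, 14 of 148 from P7 to the adult at 8-fold and 9 of 124 from E11 to E13 at 8-fold. For left against right over all cells they were 2 of 34, 4 of 143 and 4 of 176. False calls were thus above the 5% aimed at in each neuron-like stage contrast and in part of the other fits. The simulation gave each gene the same spread on all plates of a fit. In the data the spread was unequal, with a correlation between the plates of 1 stage from 0.819 at E18 to 0.983 at P7. The simulated rates may therefore not hold for the real contrasts.

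The groups, tests, cell filter, marker lists, gene lists and the rule for naming genes were fixed before the data were examined. That rule names 10 genes of prior interest (Pou4f1, Sox2, Neurog2, Mki67, Tac1, Tac2, Chat, Gng8, Gpr151, Slc17a6). It also names the 2 genes with the largest change in each direction per stage contrast among those with an adjusted p under 0.05 and at least 10 counts in each group, 1 in each direction within neuron-like cells, and the 3 smallest p-values for left against right. Alternatives set out at the same time were DESeq2 1.42.0 with its size factors and Wald test, no filter on low counts, a fit of the 4 plates of the 2 stages alone, the replicate number as a block, cells with at least 3000 UMIs, spliced counts only, plates thinned to the smallest total, cells of very high UMIs left out, sex genes left out (left and right), other cluster resolutions (0.5 and 2), other list scales and thinning depths, and each plate left out in turn. Chosen after seeing the data were recovered whole UMIs, mitochondrial genes left out of the fits and edgeR's newer quasi-likelihood fit. So were erythroid-like cells left out with and without the block, and stage relations without the 2 E11 plates. 1 gene and the test that needs it are not reported here.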

Results

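Gene expression was measured in single cells of the mouse habenula, an epithalamic structure with a medial and a lateral division, on 20 plates of 384 wells. In the developmental series, 15 plates covered 8 stages, with 2 plates at each stage except E12, which had 1. A second set at E18 had 2 plates of left habenula, 2 of right habenula and 1 plate of both sides. The series gave 3729 kept cells from 5756 wells, and the second set gave 1082 from 1920. The share of wells kept ranged from 14.6% on adult plate 1 to 90.1% on E11 plate 2 in the series, and from 14.1% on left plate 2 to 86.7% on the plate of both sides.

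Total counts in kept cells, which set the precision of each level, were 5177079 and 4895327 on the 2 E11 plates, 4748792 at E12, 1760652 and 1883364 at E13, and 1842274 and 3365437 at E15. They were 2506175 and 1327248 at E18, 5896875 and 6521380 at P4, 7760372 and 5687009 at P7, and 758697 and 5029968 in the adult. The left plates held 5921540 and 1849863 counts, the right plates 5526124 and 3468995, and the plate of both sides 6586449. Median counts per kept cell ran from 4408 on adult plate 1 to 22080 on P7 plate 1 in the series. Adult plate 1 also had the highest median mitochondrial share, 11.9%, against 4.10% to 6.56% on the other 19 plates, and kept 56 cells.

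Plates of the same stage differed in how closely they matched. Across genes, which are not independent replicates, the correlation of log2 CPM between the 2 plates of a stage was 0.983 at P7, 0.980 at P4, 0.980 at E11, 0.932 at E15, 0.914 at E13, 0.891 in the adult and 0.819 at E18. Between the 2 left plates it was 0.938, between the 2 right plates 0.960, and between left plate 1 and right plate 1 it was 0.982, above both same-side values. E18 plate 1 and E18 plate 2 of the series are the least alike pair of 1 stage, and contrasts that use E18 carry that spread.

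Which cell classes each plate held was asked by clustering. Neuron-like cells made up 76.3% ± 0.969 (SD, n = 2) of kept cells at E11, 92.8% ± 0.123 at P4, 91.6% ± 3.26 at P7 and 48.5% ± 5.44 in the adult. The single E12 plate held 84.2% (exact 95% interval 79.5% to 88.2%). At 3 stages the 2 plates held different mixtures. At E13 the share was 60.1% on plate 1 and 0 of 137 cells on plate 2, which allows a share of up to 2.19%. At E15 it was 11.2% and 77.5%, and at E18 0.375% and 81.8%. At resolution 0.5 the E15 shares were 85.1% and 97.0%, so the E15 gap depends on how clusters are named. The summed neuron list, which needs no clustering, was at 8170 and 8517 CPM on the E15 plates. It was at 8997 and 4927 CPM at E13, and at 2871 and 7199 CPM at E18. The spread between plates at E13, E15 and E18 (SD 42.5, 46.9 and 57.6 percentage points) leaves no stage mean to compare. Clustering at resolution 0.5 moved the E11 share most among stages with like plates, to 54.9%.

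Intermediate progenitor-like cells made up 16.9% ± 4.74 of kept cells at E11, 27.5% and 61.3% of the 2 E13 plates, 79.3% and 19.5% of the 2 E15 plates, and 0.155% ± 0.220 at P4. Progenitor-like cells made up 4.81% ± 1.89 at E11, 8.05% ± 3.07 at E13 and 0.532% ± 0.752 at E15. Medial habenula-like cells held 74.1% ± 3.73 of P4, 60.04% ± 1.19 of P7 and 4.60% ± 3.60 of adult cells, while clusters with markers of both divisions held 17.9% ± 2.84, 31.4% ± 1.83 and 43.9% ± 9.05. The adult cells of that class came mostly from a cluster of 196 cells, led by Tac2, Gpr151, Faim2 and the heat-shock genes Hspa1a and Hspa1b, of which 86.7% came from adult plate 2, so the medial and the combined class are not compared between P7 and the adult. Oligodendrocyte lineage-like cells held 0.989% ± 0.0803 at P4, 1.26% ± 0.820 at P7 and 27.2% ± 12.0 in the adult.

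A cluster of 235 cells, led by Ttr, had 5 of the 10 neuron markers but stayed without a name because an ependymal or choroid plexus gene led it. It held 68.2% (exact interval 62.2% to 73.7%) of E18 plate 1, 8.76% of E13 plate 2, 6.38% of E15 plate 1, 5.45% of E18 plate 2, 2.61% of E13 plate 1 and 1.99% of E15 plate 2, and at most 1.24% of any other plate.

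**Figure D1:**
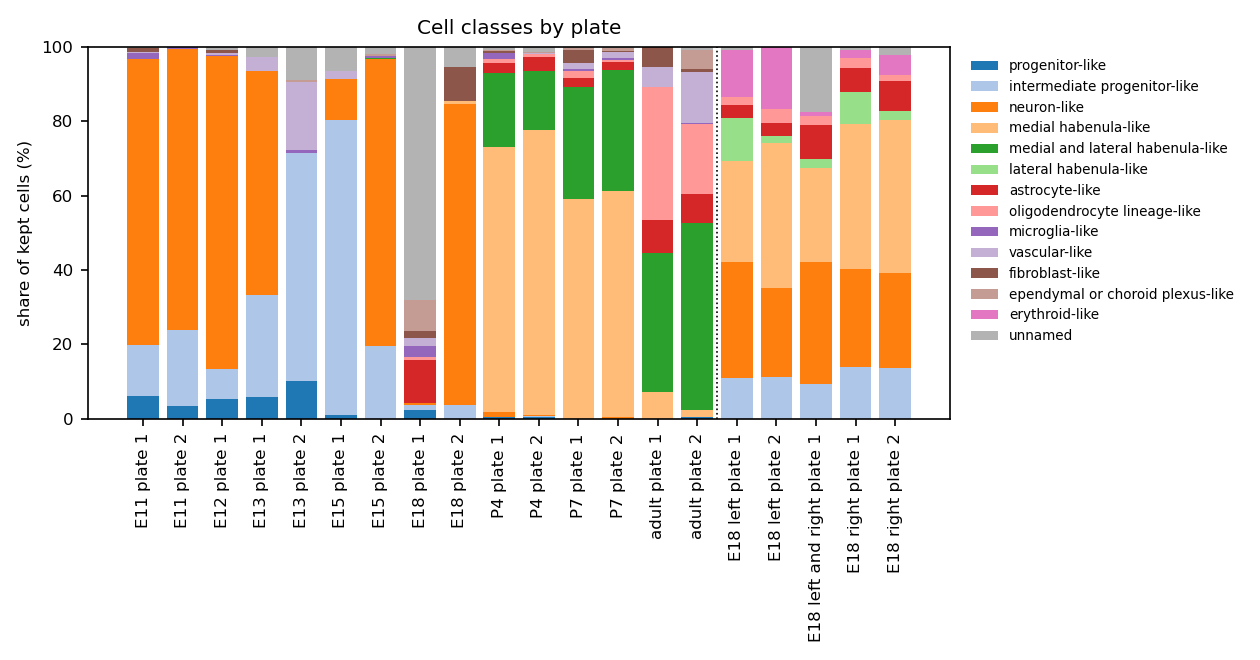
Stacked bars give the percent of kept cells in each class (y axis) on each of the 20 plates (x axis), with a dotted line between the series and the E18 left and right set. The 2 plates of E13, E15 and E18 differ in their mixture, while those of E11, P4 and P7 are close to each other. The E15 gap in neuron-like cells was smaller at cluster resolution 0.5.

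How marker lists follow stage was tested over the 15 series plates, without clustering, as a family of 8 relations with two-sided permutation p-values. The medial habenula list rose with stage order (rho 0.816, p 0.00039, Benjamini-Hochberg adjusted 0.00104; r 0.853, p 0.00014, adjusted 0.00056). Its summed level went from 686 ± 12.5 CPM at E11 to 6894 ± 617 at P4, 7213 ± 110 at P7 and 6628 ± 1622 in the adult. The lateral list rose as well (rho 0.825, p 0.00031, adjusted 0.00104; r 0.856, p 3e-05, adjusted 0.00024), from 200.4 ± 24.6 CPM at E11 to 1151 ± 24.0 in the adult. Without the 2 E11 plates, the farthest from the median stage, r was 0.836 for the medial and 0.887 for the lateral list.

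For the progenitor list the relation was negative by rank (rho -0.704, p 0.0046, adjusted 0.0092), but r was -0.460 (permutation p 0.0837, adjusted 0.112), and -0.511 without the E11 plates (p 0.0756). Without those plates rho was -0.690 (permutation p 0.0111). With log2 levels averaged over the genes r was -0.647 (permutation p 0.0106), so the result by r depends on the scale. The list stood at 919 ± 4.78 CPM at E11, 1623 ± 738 at E13, 1348 ± 1606 at E18 and 182 ± 44.6 at P7. Summed levels of the neuron list fell, with rho -0.620 (permutation p 0.0163, adjusted 0.0218) and r -0.642 (p 0.00914, adjusted 0.0168). Without the E11 plates r was -0.340 (p 0.261), so that relation rests on those plates. Averaging log2 levels over the genes, which weights each gene alike, moved the intermediate progenitor list most, from rho -0.237 (p 0.392, adjusted 0.448; r -0.193, p 0.487, adjusted 0.557) to rho -0.807, a scale not run without the E11 plates. The summed level of that list without the E11 plates had r -0.400 (permutation p 0.172). The neuron list had rho -0.268 on the log2 scale.

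Among library properties, the dissociation response list, of immediate early and heat-shock genes, rose from 717 ± 48.0 CPM at E11 to 2903 ± 511 in the adult (rho 0.837, permutation p 0.00025, adjusted 0.00104; r 0.750, p 0.00068, adjusted 0.00181), and r was 0.767 without the E11 plates. The unspliced share of UMIs rose from 21.6% ± 1.12 at E11 to 25.8% ± 0.885 in the adult (rho 0.656, permutation p 0.00906, adjusted 0.0145; r 0.636, p 0.0105, adjusted 0.0168), with r 0.666 without the E11 plates. Genes per cell at 2000 UMIs did not follow stage (rho 0.182, permutation p 0.513, adjusted 0.513; r -0.0801, p 0.783, adjusted 0.783; r -0.00554 without the E11 plates). No within-batch values can be given, since the plates of each sequencing run are not named in the sources used here, and the stages also differ in the sex of the cells.

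**Figure D2:**
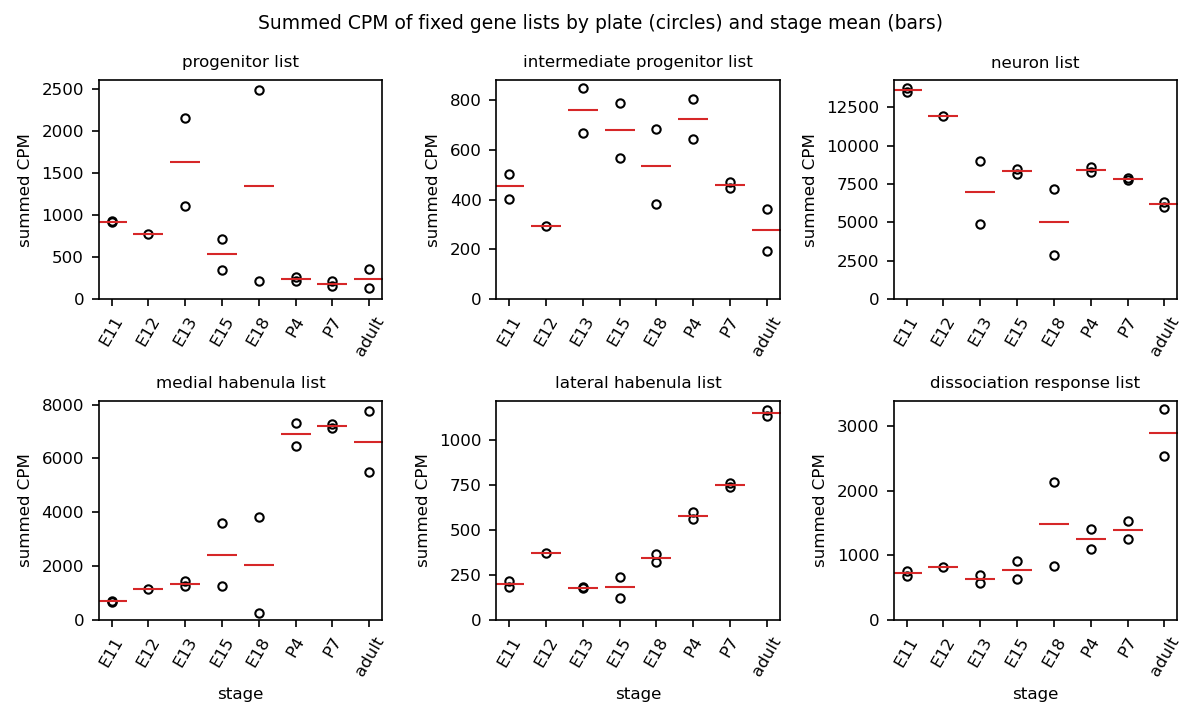
Circles give the summed CPM of 6 gene lists (y axis) on each series plate against stage (x axis), and red bars give the stage means. The medial and lateral habenula lists are highest from P4 on, and the 2 E18 plates lie far apart for the progenitor and medial lists.

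Levels of the 10 genes of prior interest were then followed over the stages. Tac2 (ENSMUSG00000025400; chromosome 10, 127724478 to 127731768, plus strand) was at 0.489 ± 0.402 CPM at E11, had 0 counts on both E13 plates (a count of 0 allows up to 1.70 and 1.59 CPM), and stood at 7.40 ± 7.65 at E18, 174 ± 80.7 at P4, 694 ± 50.3 at P7 and 2014 ± 167 in the adult. Gpr151 (ENSMUSG00000042816; chromosome 18, 42577881 to 42579652, minus strand) went from 0.102 ± 0.144 CPM at E11 to 147 ± 20.4 at P4 and 306 ± 22.9 at P7, with 517 ± 373 in the adult. In the series it stood at 0 and 43.4 CPM on the 2 E15 plates and at 3.21 ± 3.98 CPM at E18, so E15 plate 2 lay above both E18 plates. The second E18 set, from another mouse line, was higher for both genes. Gpr151 was at 75.7 ± 0.769 CPM on its left plates, 39.1 ± 13.3 on its right plates and 46.3 on the plate of both sides, and Tac2 at 39.8 ± 18.7, 37.0 ± 9.89 and 21.4. Changes from E18 to P4 below use the E18 plates of the series alone. Pou4f1 (ENSMUSG00000048349; chromosome 14, 104461676 to 104467999, minus strand), the gene at which the reporter of this line sits, was at 813 ± 35.4 CPM at E11, 460 ± 440 at E18, 499 ± 4.14 at P4, 424 ± 20.3 at P7 and 185 ± 36.6 in the adult. Neurog2 was at 51.1 and 179 CPM on the 2 E13 plates, 49.9 and 2.67 at E15, and 70.2 and 0 at E18 (a count of 0 allows up to 2.26). It stood at 1.33 ± 1.16 at P4. Sox2, uncertain since it lies within Sox2ot, was at 384 CPM on E18 plate 1 and 6.78 on E18 plate 2.

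**Figure D3:**
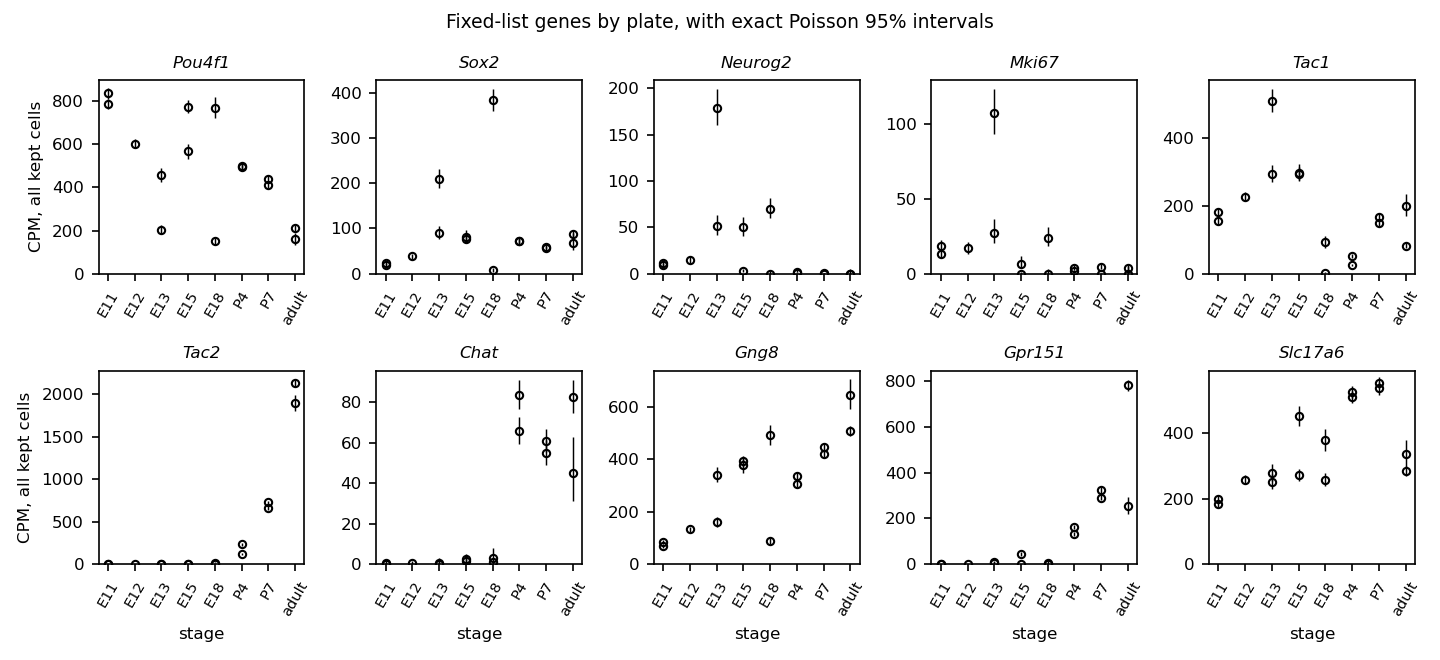
Each of 10 panels gives the CPM of 1 gene in all kept cells (y axis) on each plate against stage (x axis), with exact Poisson 95% intervals that cover counting error only. On the series plates Tac2 and Gpr151 are highest from P4 on, and the plates of 1 stage differ by more than counting error where their cell mixtures differ.

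Changes between successive stages over all cells were tested with edgeR's quasi-likelihood test on the 14 plates. Contrasts that use E13, E15 or E18 also compare different cell mixtures. Neuron-like cells numbered 238 of 309 and 261 of 345 at E11, against 92 of 153 and 0 of 137 at E13. A vascular-like cluster held 22 cells of E13 plate 2, 4 of E13 plate 1 and 1 of E11 plate 1. From E11 to E13, 253 genes of 17453 passed an adjusted p of 0.05 (149 higher and 104 lower at E13). The alternative that moved this count most upward was no filter on low counts, with 1715 genes. Leaving out a plate moved it as far: 31 genes without E11 plate 1, 28 without E11 plate 2, 482 without E13 plate 1 and 43 without E13 plate 2. The genes with the largest rise were Igfbp7 (ENSMUSG00000036256; chromosome 5, 77349240 to 77408041, minus strand; uncertain, overlapped by Polr2b on the other strand) and Spry1 (ENSMUSG00000037211; chromosome 3, 37639947 to 37644598, plus strand; uncertain, overlaps Gm42922 on the other strand). Igfbp7 went from 1.28 ± 0.370 to 294 ± 255 CPM, a log2 fold change of 7.63 ± 0.95 (SE; edgeR adjusted p 0.00392). Spry1 went from 1.47 ± 0.925 to 100.01 ± 41.8 CPM, 5.89 ± 0.79 (adjusted p 0.00561). The largest falls were in Crabp1 (ENSMUSG00000032291; chromosome 9, 54764748 to 54773110, plus strand), from 3814 ± 984 to 8.35 ± 5.06 CPM (-8.98 ± 0.92, adjusted p 0.00201), and Lin28a (ENSMUSG00000050966; chromosome 4, 134003330 to 134018841, minus strand; uncertain, overlaps Gm13061 on the other strand), from 107 ± 2.09 to 2.84 ± 4.02 CPM (-5.39 ± 0.81, adjusted p 0.00982). Crabp1 passed in all 15 alternatives, and the other 3 genes in 13, failing without E11 plate 1 and without E11 plate 2 (highest adjusted p 0.0839 for Igfbp7, 0.116 for Spry1 and 0.124 for Lin28a).

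From E13 to E15 the same test gave 16 genes (9 higher and 7 lower at E15), with 2183 at an unadjusted p under 0.05. The count was 81 without E13 plate 1, 3 without E13 plate 2, 26 without E15 plate 1 and 1 without E15 plate 2. Neurod2 (ENSMUSG00000038255; chromosome 11, 98325415 to 98329648, minus strand) rose from 13.5 ± 8.67 to 96.9 ± 36.5 CPM (log2 fold change 2.95 ± 0.45, edgeR adjusted p 0.0389). The transcript AC162302.2 (ENSMUSG00000116305; chromosome 15, 85653616 to 85707524, plus strand), which overlaps 2 let-7 genes and is therefore uncertain, rose from 9.99 ± 6.90 to 55.6 ± 3.46 CPM (2.60 ± 0.35, adjusted p 0.0356). Falls were largest in Ppfibp1 (ENSMUSG00000016487; chromosome 6, 146888487 to 147032025, plus strand; uncertain, overlapped by Gm35876), from 29.1 ± 0.945 to 4.97 ± 0.117 CPM (-2.40 ± 0.35, adjusted p 0.0389), and Marc2 (ENSMUSG00000073481; chromosome 1, 184813068 to 184846451, minus strand; uncertain, overlaps Mir1981), from 34.1 ± 8.08 to 9.27 ± 1.60 CPM (-1.72 ± 0.26, adjusted p 0.0389). Neurod2 passed in 7 of 15 alternatives and failed without any 1 of the 4 plates, up to an adjusted p of 0.271. Ppfibp1 and Marc2 also passed in 7, failing without E13 plate 2, E15 plate 1 or E15 plate 2 (up to 0.307 and 0.383), and AC162302.2 passed in 11, failing without E15 plate 2 (0.650 at most).

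From E15 to E18, 34 genes passed (28 higher and 6 lower at E18; 3009 at an unadjusted p under 0.05). Leaving out E18 plate 2 raised the count to 2100, while it was 13 without E18 plate 1, 4 without E15 plate 1 and 9 without E15 plate 2. Slc1a3 (ENSMUSG00000005360; chromosome 15, 8634124 to 8710764, minus strand; uncertain, overlaps Gm37310) was at 4.13 ± 0.465 CPM at E15 and at 484 and 96.5 CPM on the 2 E18 plates (log2 fold change 5.92 ± 0.97, edgeR adjusted p 0.0413). Sparcl1 (ENSMUSG00000029309; chromosome 5, 104079111 to 104113733, minus strand; uncertain, overlaps Gm26703 on the other strand) went from 4.12 ± 4.15 to 118 ± 3.18 CPM (4.92 ± 0.81, adjusted p 0.0414). Lower at E18 were Lhx2 (ENSMUSG00000000247; chromosome 2, 38339281 to 38369733, plus strand; uncertain, overlaps Gm27197 and Gm13584 on the other strand), from 172 ± 112 to 17.0 ± 6.99 CPM (-3.42 ± 0.53, adjusted p 0.0349), and Vwc2 (ENSMUSG00000050830; chromosome 11, 11114223 to 11268931, plus strand; uncertain, overlaps Gm23065), from 92.0 ± 15.7 to 19.0 ± 1.97 CPM (-2.43 ± 0.30, adjusted p 0.0136). Slc1a3 and Sparcl1 failed without E15 plate 1, E15 plate 2 or E18 plate 1, Lhx2 without E15 plate 1 or E18 plate 1, and Vwc2 without E15 plate 2 or E18 plate 1; the highest adjusted p of any alternative was 0.530 for the first 3 and 0.493 for Vwc2. Sox2, not called over all 4 plates (log2 fold change 1.10 ± 0.93), was lower at E18 without E18 plate 1 (-3.64) and higher without E18 plate 2 (2.03), so its direction rests on which E18 plate is used.

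In the fit of 14 plates, the contrast from E18 to P4 had the largest count, 3421 genes (1606 higher and 1815 lower at P4). In fits of 4 plates alone it did not, with 528 genes against 729 from P7 to the adult and 541 from P4 to P7. Neuron-like cells numbered 1 of 267 and 90 of 110 kept cells on the E18 plates, against 266 of 287 and 299 of 322 at P4. The contrast from E18 to P4 therefore includes a change of cell mixture. The count of 3421 was 1670 without E18 plate 1, 5695 without E18 plate 2, 880 without P4 plate 1 and 574 without P4 plate 2. Nrgn (ENSMUSG00000053310; chromosome 9, 37544492 to 37552904, minus strand) rose from 11.3 ± 8.59 to 1623 ± 49.7 CPM (log2 fold change 7.47 ± 1.11, edgeR adjusted p 0.00214), and Cplx1 (ENSMUSG00000033615; chromosome 5, 108518554 to 108550024, minus strand) from 3.26 ± 1.79 to 226 ± 12.6 CPM (6.47 ± 0.54, adjusted p 0.000162). Gm11531 (ENSMUSG00000075587; chromosome 11, 96392112 to 96392666, plus strand), a processed pseudogene reported as uncertain, fell from 54.7 ± 15.3 to 0.807 ± 0.0574 CPM (-5.82 ± 0.81, adjusted p 0.00183). Those 3 genes passed in all 15 alternatives. Ptgds (ENSMUSG00000015090; chromosome 2, 25466709 to 25470046, minus strand) fell from 684 ± 397 to 11.9 ± 6.66 CPM (-5.67 ± 1.13, adjusted p 0.00776) and failed without P4 plate 1 or P4 plate 2 (up to 0.0917).

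Of the 10 genes of prior interest, 4 rose from E18 to P4 over all genes tested, and 5 passed when adjusted over the list alone, the fifth being Neurog2, which was lower at P4. These changes too are not separated from the change of cell mixture. Chat (ENSMUSG00000021919; chromosome 14, 32408203 to 32465989, minus strand; it overlaps Slc18a3 on the same strand and is uncertain) went from 1.91 ± 1.57 to 74.9 ± 12.6 CPM (log2 fold change 5.74 ± 0.59, edgeR adjusted p 0.000642) and passed in all 15 alternatives. For Tac2 the change was 4.93 ± 0.73 (adjusted p 0.00258), lost in 1 alternative, the fit of the 4 plates alone (0.0649). Gpr151 changed by 6.06 ± 1.37 (adjusted p 0.0131), lost without E18 plate 1, P4 plate 1 or P4 plate 2 (up to 0.0714). Slc17a6 (ENSMUSG00000030500; chromosome 7, 51622006 to 51671119, plus strand; uncertain, overlaps Gm45072) went from 318 ± 85.8 to 518 ± 11.2 CPM (0.91 ± 0.29, adjusted p 0.0458) and passed in 7 of 15 alternatives, failing without E18 plate 1, P4 plate 1 or P4 plate 2 (up to 0.230). Without E18 plate 2, Tac1 was higher at P4 (log2 fold change 4.35) and Sox2 lower (-2.04), and both passed. Without E18 plate 1 Sox2 was higher (3.53) and passed, while Tac1 did not (-1.14, edgeR adjusted p 0.202).

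In the other 5 contrasts over all cells, edgeR called 0 of the 10 genes, over all genes and adjusted over the list alone. At an unadjusted p under 0.05 there were 5 of them from E11 to E13, 2 from E13 to E15, 3 from E15 to E18, 1 from P4 to P7 and 2 from P7 to the adult. DESeq2 called 3, 0, 1, 1 and 0 of them adjusted over the list alone in the same order. With no filter on low counts edgeR called 7, 4, 5, 3 and 3 over all genes. Fits of the 4 plates alone called 0, 0, 0, 4 and 2 over all genes, and 7, 0, 0, 7 and 3 adjusted over the list alone. Over all genes, DESeq2 called Tac2 from E15 to E18, and edgeR without the cells of very high UMI counts called Slc17a6 from P7 to the adult. The zeros therefore hold for the reported fit and not for every alternative.

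From P4 to P7, 1 gene passed of 17453, with 475 at an unadjusted p under 0.05 (DESeq2 called 22). A fit of the 4 plates of these stages alone called 541, and no filter on low counts gave 136, so the count depends on the fit. The 1 gene was Cck (ENSMUSG00000032532; chromosome 9, 121489824 to 121495694, minus strand), which rose from 6.23 ± 0.785 to 80.6 ± 8.94 CPM (log2 fold change 3.67 ± 0.32, edgeR adjusted p 0.00554). It failed without any 1 of the 4 plates, when plates were thinned to the smallest total, and when cells of very high UMIs were left out, where the adjusted p reached 1 and the count was 0; it passed in the other 9 of 15 alternatives.

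From P7 to the adult, 625 genes passed (307 higher and 318 lower in the adult). Without P7 plate 1 there were 27, without P7 plate 2 28, without adult plate 1 60 and without adult plate 2 1074. Mag (ENSMUSG00000036634; chromosome 7, 30899176 to 30914873, minus strand), a myelin gene, went from 2.40 ± 0.838 CPM to 684 and 139 CPM on the 2 adult plates (log2 fold change 7.30 ± 0.78, edgeR adjusted p 0.00167) and passed in all 15 alternatives. Gm20425 (ENSMUSG00000090639; chromosome 9, 103190208 to 103230307, minus strand), which overlaps Srprb and Trf on the same strand and is uncertain, went from 0.826 ± 0.0750 to 106 ± 81.6 CPM (6.81 ± 0.76, adjusted p 0.00192; 0.0582 without P7 plate 1). Islr2 (ENSMUSG00000051243; chromosome 9, 58196297 to 58204319, minus strand; it overlaps Islr and is uncertain) fell from 49.0 ± 10.1 to 4.95 ± 4.19 CPM (-4.01 ± 0.76, adjusted p 0.0209), and Fgf15 (ENSMUSG00000031073; chromosome 7, 144896531 to 144900953, plus strand; uncertain, overlaps Gm26793 and Gm39119 on the other strand) from 62.7 ± 3.37 to 4.73 ± 0.777 CPM (-3.93 ± 0.72, adjusted p 0.0181). Both failed without any 1 of the 4 plates (up to 0.142 and 0.127). Adult plates held 27.2% oligodendrocyte lineage-like cells against 1.26% at P7, so this contrast includes a change of cell mixture.

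Within neuron-like cells, change was asked apart from the mixture of other classes. From P4 to P7, 43 genes of 16822 passed (36 higher and 7 lower at P7). On simulated data 23 of 94 calls of this contrast were false at a 2-fold change, more than the 5% aimed at. Here neuron-like cells came mostly from cluster 1 (187 and 241 cells at P4, 130 and 115 at P7), cluster 4 (56 and 51, 97 and 92) and, at P7, cluster 10 (63 and 64). The count was 228 with no filter on low counts, 1 at cluster resolution 0.5, 1 without P4 plate 1, 4 without P4 plate 2, 1 without P7 plate 1 and 1 without P7 plate 2. Cck rose from 6.499 ± 0.868 to 84.0 ± 7.53 CPM (log2 fold change 3.70 ± 0.26, edgeR adjusted p 1.46e-05) and passed in all 12 alternatives, but it is among the genes that lead cluster 10. Zbtb12 (ENSMUSG00000049823; chromosome 17, 34879483 to 34896867, plus strand; uncertain, overlapped by C2 on the other strand) fell from 9.98 ± 2.30 to 2.32 ± 0.204 CPM (-2.08 ± 0.36, adjusted p 0.0293). It passed in 6 of 12, failing without any 1 of the 4 plates (up to 0.893). Of 9 genes of prior interest tested, 1 passed over all genes and 2 adjusted over the list alone. Tac2 rose from 181 ± 85.5 to 721 ± 63.6 CPM (2.02 ± 0.29, adjusted p 0.0130) and passed in 7 of 12 alternatives. It failed at cluster resolution 0.5 and without any 1 of the 4 plates. Tac1 changed by 2.05 ± 0.40 (adjusted p 0.0542).

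From P7 to the adult, 1321 genes passed within neuron-like cells (642 higher and 679 lower). On simulated data 30 of 162 calls of this contrast were false at a 4-fold change. In this contrast 20 of 25 cells on adult plate 1 and 170 of 179 on adult plate 2 came from cluster 9, which the P7 plates hardly used, so the comparison is between different clusters. The count was 204 without P7 plate 1, 194 without P7 plate 2, 2643 without adult plate 1 and 2232 without adult plate 2. Hmgb3 (ENSMUSG00000015217; chromosome X, 71555918 to 71560676, plus strand) fell from 117 ± 3.19 to 6.89 ± 1.46 CPM (log2 fold change -3.99 ± 0.28, edgeR adjusted p 6.41e-06) and passed in all 12 alternatives. Cldn11 (ENSMUSG00000037625; chromosome 3, 31149920 to 31164324, plus strand), a gene of the oligodendrocyte lineage list, rose from 0.707 ± 0.744 CPM to 158 and 15.6 CPM on the 2 adult plates (6.46 ± 0.98, adjusted p 0.00138) and also passed in all 12. Since adult plates held more oligodendrocyte lineage-like cells, the rise in Cldn11 is not shown to lie within neurons. Of 9 genes of prior interest tested, 2 passed over all genes and 4 adjusted over the list alone. Tac2 rose from 721 ± 63.6 to 2428 ± 110.1 CPM (1.69 ± 0.28, adjusted p 0.00282) and Pou4f1 fell from 443 ± 13.8 to 240.3 ± 27.7 CPM (-0.93 ± 0.22, adjusted p 0.0189); both failed without P7 plate 1 or P7 plate 2 (up to 0.1002 and 0.219).

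Whether the left and right habenula differ at E18 was asked on 2 left and 2 right plates. Over all cells, edgeR called 0 of 15489 genes, with 182 at an unadjusted p under 0.05 and a smallest adjusted p of 0.334, and DESeq2 called 1, Hba-ps4. Leaving out 1 plate gave 18 genes without left plate 1, 39 without left plate 2, 24 without right plate 1 and 18 without right plate 2. The 3 smallest p-values belonged to genes of the red blood cell lineage, all lower on the right. With the replicate number as a block, 6 genes passed, these 3 among them. The sources used here do not say that a number marks shared animals. Alas2 (ENSMUSG00000025270; chromosome X, 150547375 to 150570638, plus strand; uncertain, overlapped by Apex2 on the other strand) was at 74.7 ± 1.46 CPM on the left and 9.11 ± 7.59 on the right (log2 fold change -2.96 ± 0.41, edgeR adjusted p 0.334). Hba-ps4 (ENSMUSG00000084893; chromosome 17, 26286363 to 26287061, minus strand), a globin pseudogene, was at 15.1 ± 8.46 and 0.687 ± 0.564 CPM (-4.24 ± 0.72, adjusted p 0.898). Hbb-bs (ENSMUSG00000052305; chromosome 7, 103826534 to 103828096, minus strand) was at 6513 ± 1076 and 696 ± 776 CPM (-3.23 ± 0.71, adjusted p 1.00). The globin genes share sequence, so the last 2 are uncertain. Erythroid-like cells made up 14.7% ± 2.79 of the left plates and 3.71% ± 2.20 of the right plates.

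Of the 10 genes of prior interest, 1 passed for left against right when adjusted over the list alone, and 0 over all genes (edgeR; DESeq2 gave 1 and 0; 2 at an unadjusted p under 0.05). Gpr151 was at 75.7 ± 0.769 CPM on the left and 39.1 ± 13.3 on the right (log2 fold change -0.96 ± 0.25, edgeR p adjusted over the list alone 0.0275), higher on both left plates than on either right plate. It failed without right plate 2 (smallest adjusted p over the list alone 0.363), and without right plate 1 it also passed over all genes.

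Within neuron-like cells, edgeR called 0 of 14515 genes between left and right, with 188 at an unadjusted p under 0.05, and DESeq2 called 0. On simulated data this fit recovered 3.5% of genes changed 2-fold. The count was 0 without left plate 1, 3 without left plate 2, 16 without right plate 1 and 11 without right plate 2. The smallest p-values, none past the adjustment (edgeR adjusted p 1.00), were those of Nr2f2 (ENSMUSG00000030551; chromosome 7, 70351944 to 70366735, minus strand; uncertain, overlaps B130024G19Rik on the other strand), Slit3 (ENSMUSG00000056427; chromosome 11, 35121224 to 35708507, plus strand; uncertain, overlaps Gm12122 and Mir218-2) and Sytl2 (ENSMUSG00000030616; chromosome 7, 90302252 to 90410719, plus strand). Nr2f2 was at 47.8 ± 7.13 CPM on the left and 18.3 ± 7.20 on the right (log2 fold change -1.37 ± 0.30), Slit3 at 83.4 ± 14.8 and 40.2 ± 8.48 (-1.04 ± 0.23), and Sytl2 at 72.0 ± 6.27 and 40.2 ± 3.25 (-0.86 ± 0.20). Gpr151 was at 92.1 ± 1.51 and 47.3 ± 13.9 CPM (-0.95 ± 0.23, edgeR p adjusted over the list alone 0.0174), and it failed without left plate 1 (0.0517) and without right plate 2 (0.294). Neuron-like cells made up 67.4% ± 3.64 of the left and 71.5% ± 3.30 of the right plates, whose values overlapped, and 2 plates against 2 cannot reach an exact permutation p under 1 in 3.

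**Figure D4:**
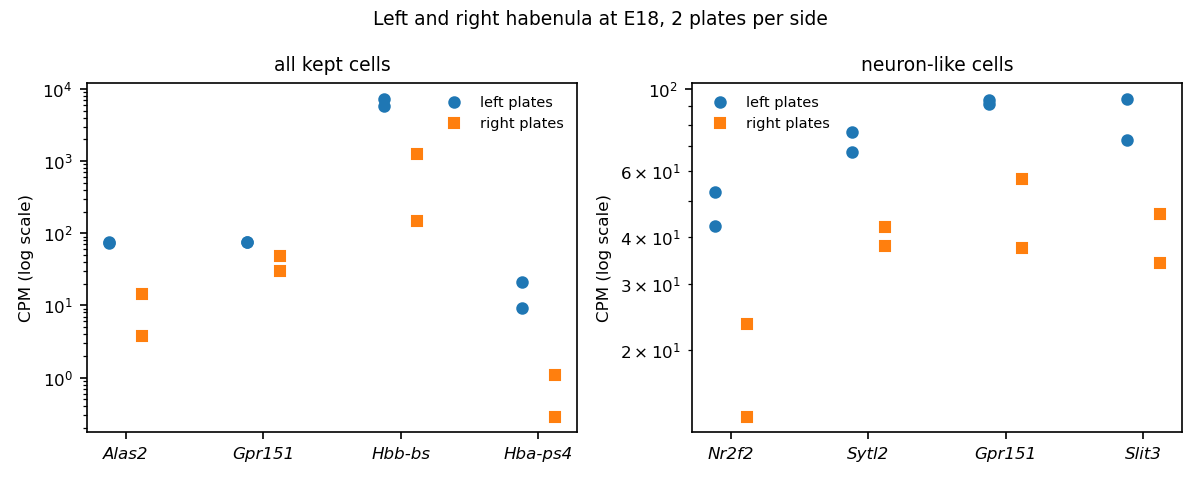
Circles give the 2 left plates and squares the 2 right plates, as CPM on a log scale (y axis), for Alas2, Gpr151, Hbb-bs and Hba-ps4 in all kept cells and for Nr2f2, Sytl2, Gpr151 and Slit3 in neuron-like cells (x axis). The left plates lie above the right plates for each of these genes, which were chosen by their p-values or, for Gpr151, beforehand.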

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

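Both patterns in this part, and all tests on them, were chosen after the result was seen. They lie on the E18 plate of both sides, which enters no comparison of left and right, and were set against the 4 plates of a single side as a signal in data the comparisons do not use.

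A cluster without a class name, led by 1500015O10Rik, Ak7, Foxj1, Adgrv1 and Vim, with 0 of the 10 neuron markers, held 58 of 333 kept cells on the plate of both sides, 17.4% (exact 95% interval 13.5% to 21.9%). It held 7 of 749 cells, 0.935% (0.377% to 1.92%), on the 4 single-side plates together. Counting error in draws from 1 mixture of cells is argued against by a Fisher's exact p of 4.06e-24, which compares those cells and not conditions. A difference in depth is argued against by the plate's median of 18700.7 counts per kept cell, which lies between the medians of the 4 other plates (16405 to 28236). The plate's title gives E1 and its other labels E18. A label that hides a stage from E11 to E13 is argued against by the plate's medial habenula list, 3095.9 CPM against 677 to 1449 on the 5 series plates of those stages, which are of another mouse line. A stage from P4 on is argued against by its neuron-like cells. There Tac2, Gpr151 and Chat reached at most 0.459 of the lowest of the 6 series plates from P4 on, while 151 of the 202 cells lie outside the Gbx2-led cluster. A wrong label with E15, a dissection that took in more of the lining of the ventricle, a different gate of the cell sort, and a real difference between animals stay open. None of these 4 was tested, since the plate of both sides is single and the gate is not given in the sources used here, and no biological explanation was tested.

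A neuron-like cluster led by Gbx2, Ntng1, Id4 and Lhx2 held 51 of 333 kept cells on the same plate, 15.3% (exact interval 11.6% to 19.6%), against 23 of 749, 3.07% (1.96% to 4.57%), on the single-side plates. Counting error is argued against by a Fisher's exact p of 3.15e-12, and depth by the same median of 18700.7 counts per cell. Gbx2 is in the thalamus list, but too few markers of that list passed for the cluster to be called thalamus-like, so cells from tissue beside the habenula are only a candidate explanation. The list level of 3095.9 CPM argues against a stage from E11 to E13 here too, and the ratio of 0.459 against one from P4 on, while E15, dissection and sorting stay open as above, and no biological explanation was tested.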

How the results depend on the processing

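Alternatives chosen after seeing the data were recovered whole UMIs, mitochondrial genes left out of the fits, the newer quasi-likelihood fit, erythroid-like cells left out with and without the block, and stage relations without the 2 E11 plates; all others were planned. Apart from leaving out plates, 59 of 99 counts of changed genes stayed within 1.5 times the reported count. Of 331 comparisons of named genes that passed, 288 still passed, in the same direction, and 43 no longer did, while 883 of 933 that did not pass still did not and 50 did. Counts adjusted over the fixed list alone stayed within 1.5 times in 79 of 99. For every change given here the cause was not tested, except where fewer plates or fewer counts explain it by construction.

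DESeq2 gave 951 genes from E11 to E13 (253 with edgeR), 445 from E13 to E15 (16), 671 from E15 to E18 (34), 22 from P4 to P7 (1), 1411 from P7 to the adult (625), 736 from P7 to the adult in neuron-like cells (1321) and 1 for left against right (0). It called 248 of the 253, 16 of the 16, 34 of the 34, 620 of the 625 and 686 of the 1321 genes that edgeR called. Its split of higher and lower genes was 143 and 302 from E13 to E15 (edgeR 9 and 7), 11 and 11 from P4 to P7 (1 and 0), and 441 and 295 from P7 to the adult in neuron-like cells (642 and 679). With no filter on low counts the counts were 1715, 1249, 1461, 136 and 1766 from E11 to E13, E13 to E15, E15 to E18, P4 to P7 and P7 to the adult. They were 228 and 2196 in neuron-like cells from P4 to P7 and P7 to the adult, 37 for left against right and 20 for left against right in neuron-like cells.

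With only the 4 plates of the 2 stages, which leaves fewer samples, edgeR called 0 genes from E13 to E15 (1291 at an unadjusted p under 0.05, DESeq2 on 14 plates 445). It called 0 from E15 to E18 (908 at an unadjusted p under 0.05, DESeq2 671), 528 from E18 to P4 and 541 from P4 to P7. Thinning every plate to the smallest total, 758342 counts, gave 152, 9, 14 and 1636 genes in the first 4 contrasts, 0 from P4 to P7 (385 at an unadjusted p under 0.05, DESeq2 22) and 330 from P7 to the adult, so depth limits these counts. Spliced counts gave 4 genes from E13 to E15 and 4 from E15 to E18. Without cells of very high UMIs there were 58 from E15 to E18 and 0 from P4 to P7 (504 at an unadjusted p under 0.05, DESeq2 22). The newer quasi-likelihood fit gave 564, 48 and 61 in the first 3 contrasts and 1073 from P7 to the adult. At cluster resolution 0.5, 1 gene passed from P4 to P7 in neuron-like cells.

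The replicate number as a block gave 4 genes from E13 to E15, 16 from E15 to E18, 67 from P4 to P7 in neuron-like cells and 6 for left against right. Deviations of same-numbered plates from their stage means correlated between -0.363 and 0.250, and 0.233 for left and right, so no pairing was shown across stages. For left and right that 1 value does not decide it, and the sources used here do not say that a number marks shared animals. The 6 genes were Alas2, Hbb-bs, Hba-a2, Hba-a1, Hbb-bt and Hba-ps4, all lower on the right. Leaving out erythroid-like cells as well as adding the block gave 8 genes, 0 of them shared with those 6. The erythroid list that names these cells holds 5 of the 6, so their loss follows largely by construction. Leaving out erythroid-like cells without the block gave 0 genes (edgeR, 170 at an unadjusted p under 0.05, and DESeq2 1 with all cells).

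Leaving out 1 plate moved 39 of 40 counts by more than 1.5 times; where it leaves a stage with 1 plate, that plate is assumed to vary like the other groups. Counts ranged from 28 (without E11 plate 2) to 482 (without E13 plate 1) for E11 to E13, and from 1 (E15 plate 2) to 81 (E13 plate 1) for E13 to E15. For E15 to E18 they ranged from 4 (E15 plate 1) to 2100 (E18 plate 2), for E18 to P4 from 574 (P4 plate 2) to 5695 (E18 plate 2), and for P7 to the adult from 27 (P7 plate 1) to 1074 (adult plate 2). From P4 to P7 each gave 0 (254 to 288 at an unadjusted p under 0.05, DESeq2 22 on all plates). In neuron-like cells the range was 1 to 4 (P4 plate 2) from P4 to P7, and 194 (P7 plate 2) to 2643 (adult plate 1) from P7 to the adult. For left against right it was 18 (left plate 1 or right plate 2) to 39 (left plate 2), and 0 (left plate 1; 1324 at an unadjusted p under 0.05, DESeq2 0 on all plates) to 16 (right plate 1) in neuron-like cells. Of 128 comparisons of named genes that passed, 68 still did. Of 373 that had not passed, 26 did and 3 changed direction. These were Sox2 from E15 to E18 (-3.64 without E18 plate 1, 2.03 without E18 plate 2), Tac1 from E18 to P4 (4.35 without E18 plate 2, against -1.14, adjusted p 0.202, not passing, without E18 plate 1) and Sox2 from E18 to P4 (3.53 without E18 plate 1, -2.04 without E18 plate 2).

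Relations with stage order kept their direction and side of the threshold in 26 of 30 alternatives, and in 9 of 16 with the plates of 1 replicate number left out. On the scale of mean log2 levels, the intermediate progenitor list passed (rho -0.807) and the neuron list did not (-0.268), nor did the neuron list without the 2 E11 plates (-0.416). Genes per cell, which never passed, had rho -0.0198 at 4000 UMIs against 0.182 at 2000. With all plates numbered 1 or all numbered 2 left out, which leaves 7 or 8 plates, rho was -0.5714 and -0.6905 for the progenitor list and -0.286 and -0.810 for the neuron list. It was 0.964 and 0.667 for the medial list, 0.964 and 0.714 for the lateral list and 0.357 and 0.643 for the unspliced share. The 7 that no longer passed were the progenitor list and the unspliced share both times, the neuron list without the plates numbered 1, and the medial and lateral lists without those numbered 2. That holds by rho. By Pearson's r the medial list (r 0.794, permutation p 0.0317) and the lateral list (r 0.841, permutation p 0.00641) still passed without the plates numbered 2. Fewer plates leave less power.

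Neuron-like shares at E13, E15 and E18 cannot be called stable, since their plates differ too much for a move to exceed the spread. The E18 mean went from 41.1% to 6.44% among cells with at least 3000 UMIs, and the E15 mean from 44.3% to 91.1% at resolution 0.5. At other stages, at resolution 0.5 the share was 54.9% at E11 and 78.0% at E12, and among cells with at least 3000 UMIs it was 78.5% at E11, 93.0% at P4 and 74.4% on the left plates at E18. The tests within neuron-like cells from E15 to E18 and from E18 to P4 were not run, because E18 plate 1 has 1 neuron-like cell.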

Other observations

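Tests chosen after the result was seen were those of counting error and depth on the unequal plates, of the E18 label, of stages from E18 on for E15 plate 1, of equal draws of cells, of the replicate block without erythroid-like cells, and of RNA or barcodes from other wells; the others were written down beforehand.

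The 2 plates of E13, of E15 and of E18 differ in their share of neuron-like cells, 60.1% and 0%, 11.2% and 77.5%, and 0.375% and 81.8%. Counting error in draws from 1 mixture is argued against by Fisher's exact tests of which the largest p was 1.89e-34, and depth by 0 of 3 stages at which the plate with fewer neuron-like cells had the lower median count. The size of the difference depends on how clusters are named. At resolution 0.5 the E15 plates had 85.1% and 97.0%, and among cells with at least 3000 UMIs the E13 plates had 62.3% and 21.4% and the E18 plates 0% and 12.9%. A label of E15 plate 1 swapped with a stage from E11 to E13 stays open. Of the 6 other plates with at least 20 intermediate progenitor-like cells, E15 plate 2 ranked 1 for likeness with it (r 0.922, across genes). It also ranked best of 5 other plates in 200 of 200 equal draws of 40 cells, for which the E12 plate had too few. That likeness largely follows cluster 7, which holds 139 of 149 such cells of E15 plate 1 and 59 of 59 of E15 plate 2. The earlier plates have at most 7 cells in it, so stage and cell state are not separated. A label swapped with a stage from E18 on stays open, as 0 plates from E18 on have 20 such cells. A wrong label of an E13 plate stays open: globin transcripts, which change with stage, gave 9 counts on both plates together, too few to use. By intermediate progenitor-like cells E13 plate 1 ranked 2 of 6 for E13 plate 2 (r 0.893, against 0.915 with E15 plate 1), though it ranked best in 195 of 200 equal draws. A wrong label of an E18 plate stays open, as 0 classes have at least 20 cells on both. Over all wells of E18 plate 1, 0.327% of globin counts were embryonic (exact interval 0.00827% to 1.81%), against 60.2% (50.1% to 69.7%) on E11 plate 1. That goes against an E11 label, but E11 plate 1 is the only plate before E18 with more than 6 globin counts, and blood of the mother would also bring adult globins. E18 plate 2 had 1 globin count. Selection of cells for or against Pou4f1 stays open too. At E15 its level in neuron-like cells of plate 1 was 0.955 of that of plate 2, so no clear difference was seen there. That ratio rests on 21 cells of plate 1. It cannot decide the question at E13 and E18, since E13 plate 2 had 0 neuron-like cells and E18 plate 1 had 1. A different dissection, a batch of preparation or sequencing, and developmental differences between litters were not tested and may also be the cause.

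In adult neuron-like cells, 4 of the 12 dissociation genes were called higher than at P7 (Egr1 1.61, Jun 0.97, Hspa1a 3.54 and Hspa1b 4.35 on the log2 scale, edgeR), against 3.82% of all tested genes. Nr4a1 was called lower (-0.79), and the median of the list was 0.07. Because the list goes both ways, a stress response of adult tissue to dissociation cannot be told apart from a change in adult cells for the genes of the list, and it may contribute to part of the 1321 genes called.

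Mbp (3.78), Mog (8.64), Mag (7.55) and Cldn11 (6.46), genes of the oligodendrocyte lineage list, were called higher in adult than in P7 neuron-like cells (log2 fold change, edgeR). Adult plates also held more oligodendrocyte lineage-like cells than P7 plates, so these calls do not show a rise within neurons. The source of this RNA is left unresolved here.

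Erythroid transcripts differed between the sides at E18: the summed level of the erythroid list in kept cells was 19049.6 and 17225 CPM on the left plates, 3410.4 and 265 on the right plates and 26.0 on the plate of both sides. Part of this gap follows from the cell filter, which drops red blood cells with few genes. Over all wells, adult globins made up 2.42% and 1.92% of the counts on the left plates, 0.881% and 0.633% on the right plates and 0.191% on the plate of both sides. Blood left in the left samples may account for the 6 genes that passed with the replicate block, 5 of which are on the erythroid list. Once erythroid-like cells were left out, 8 other genes passed with the block and 0 without it. The loss of the 6 genes there follows largely from how erythroid-like cells are named, so it does not test their source. Nor do the 8 other genes bear on that source. Since the sides differ in blood and 2 plates stand on each side, erythroid cells in the left plates cannot be told apart from a difference between the sides for those 6 genes. A difference between left and right in Gpr151, which was among the 8, stays open and was not shown over all genes in the reported fit.

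Cells with counts of both Xist and Y-linked genes were found on most plates, 393 in all. As a sign of 2 cells in 1 well they would hold more RNA. On the 11 plates with at least 10 cells of each kind, their median count was above that of the other cells on 10, but at least 1.5 times as high on only 1 (ratios 0.943 to 1.54). On 7 plates with 1 to 9 such cells the ratio ran from 0.639 to 1.69. This argues against 2 cells in 1 well as the source of most of them, and leaves open that part of them are. RNA or barcodes of other wells may explain most of them. In 88.0% of these cells the smaller of both signals was 1 UMI. Their share was 4.93% to 18.9% on the 13 plates where the rarer of Xist-alone and Y-alone cells made up at least 5%. On the other 7 plates, where the rarer kind made up 0% to 1.82%, it was 0% to 3.64%.

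The sex of the cells was not balanced over stages. Cells with Xist alone made up 92.1% of E15 plate 2, 80.0% of E18 plate 2, 95.8% of P4 plate 1 and 1.55% of P4 plate 2. Cells with Y-linked transcripts alone made up 90.1% of P4 plate 2, 61.0% of P7 plate 1, 87.8% of P7 plate 2, 53.6% of adult plate 1 and 85.1% of adult plate 2. Contrasts of P4, P7 and the adult therefore also compare plates of different sex.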
